# Transcriptome based identification of mouse cumulus cell markers that predict the developmental competence of their enclosed antral oocytes

**DOI:** 10.1186/1471-2164-14-380

**Published:** 2013-06-07

**Authors:** Giulia Vigone, Valeria Merico, Alessandro Prigione, Francesca Mulas, Lucia Sacchi, Matteo Gabetta, Riccardo Bellazzi, Carlo Alberto Redi, Giuliano Mazzini, James Adjaye, Silvia Garagna, Maurizio Zuccotti

**Keywords:** Oocyte, Developmental competence, Cumulus cells, Transcriptome

## Abstract

**Background:**

The cumulus cells (CCs) enveloping antral and ovulated oocytes have been regarded as putative source of non-invasive markers of the oocyte developmental competence. A number of studies have indeed observed a correlation between CCs gene expression, embryo quality, and final pregnancy outcome. Here, we isolated CCs from antral mouse oocytes of known developmental incompetence (NSN-CCs) or competence (SN-CCs) and compared their transcriptomes with the aim of identifying distinct marker transcripts.

**Results:**

Global gene expression analysis highlighted that both types of CCs share similar transcriptomes, with the exception of 422 genes, 97.6% of which were down-regulated in NSN-CCs *vs.* SN-CCs. This transcriptional down-regulation in NSN-CCs was confirmed by *q*RT-PCR analysis of CC-related genes (*Has2, Ptx3, Tnfaip6* and *Ptgs2*). Only ten of the 422 genes were up-regulated with *Amh* being the most up-regulated in NSN-CCs, with an average 4-fold higher expression when analysed by *q*RT-PCR.

**Conclusions:**

The developmental incompetence (NSN) or competence (SN) of antral oocytes can be predicted using transcript markers expressed by their surrounding CCs (i.e., *Has2, Ptx3, Tnfaip6, Ptgs2* and *Amh*). Overall, the regulated nature of the group of genes brought out by whole transcriptome analysis constitutes the molecular signature of CCs associated either with developmentally incompetent or competent oocytes and may represent a valuable resource for developing new molecular tools for the assessment of oocyte quality and to further investigate the complex bi-directional interaction occurring between CCs and oocyte.

## Background

Based on their chromatin morphology, fully-grown antral oocytes may be classified into two distinct types: surrounded nucleolus (SN) oocytes, that present a ring of Hoechst-positive chromatin around the nucleolus and non-surrounded nucleolus (NSN) oocytes, that lack this ring and have a more widespread chromatin [1-6]. These two types of antral oocytes have been described in most of the mammals studied, including mouse [1-3], cow [7], monkeys [8], pigs [9], rats [10] and humans [11,12]. In the mouse and bovine, the two chromatin organizations reflect distinct developmental competence. When matured *in vitro* to metaphase II (MII) and fertilised, SN oocytes may reach the blastocyst stage [4,7] and complete development to the birth of new individuals [13], whereas NSN oocytes cease development at the 2-cell stage [4,13,14].

This protocol of antral oocyte classification, though allowing the recognition of gametes that are potentially developmentally competent or incompetent, has several limitations. First, to allow fluorochrome loading and microscope observation, it requires that oocytes are isolated from its companion cumulus cells (CCs), hence hampering the quality of the following culture steps to the MII stage. Furthermore, although the use of the supravital fluorochrome Hoechst 33342 and the subsequent steps of classification under UV light do not alter significantly the oocytes developmental competence [4], for obvious reasons the employment of this DNA-binding molecule is a strong limitation and is not advisable, outside the laboratory routine with model animals, for the selection of oocytes of domestic species or of humans.

The use of non-invasive markers that permit the classification of SN and NSN oocytes would clearly be more appropriate. To this regard, the cumulus cells (CCs) that envelope fully-grown antral and ovulated oocytes have been considered as putative source of non-invasive molecular markers of the oocyte developmental competence and a number of studies have revealed a correlation between CCs gene expression and embryo quality (for a review see [6]). In all these studies, the oocyte developmental competence was inferred *a posteriori*, by observing the quality of preimplantation embryos obtained and/or the final pregnancy outcome.

The objective of this investigation is the identification of marker transcripts that would allow the non-invasive selection of NSN and SN oocytes. To this regard, we isolated CCs from fully-grown antral mouse oocytes of known developmental incompetence (NSN-CCs) or competence (SN-CCs) and compared by microarrays their whole transcriptome and, by quantitative Real-Time PCR (*q*RT-PCR), the expression profile of CC-related genes (*Has2, Ptx3, Tnfaip6* and *Ptgs2*). We described a group of regulated genes that represent the molecular signature of CCs associated either with developmentally incompetent (NSN) or competent (SN) antral oocytes.

## Results and discussion

### The microarray analysis identified a group of differentially expressed genes as putative markers of the oocyte developmental competence

A strong point of the model study adopted here is that we knew in advance the developmental capability of the antral oocytes from which we isolated the CCs, thus allowing, for the first time, a direct correlation of the transcriptome of the CCs with the oocyte quality.

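Cumulus cells (CCs), the somatic cells that surround the oocyte in the antral follicle, were pooled according to the chromatin of the oocyte they had enclosed. The microarray experiment holds 2 pools of CCs from developmentally incompetent oocytes (NSN-CCs, 638 COCs in all) and 2 pools of CCs from competent oocytes (SN-CCs, 1769 COCs in all), each hybridised to its own Illumina mouse BeadChip. The paper calls the pools biological replicates, so n = 2 for each type of CCs. An SD below is the spread between pools, and a standard error is limma's, which is moderated by the spread of all probes. The donors were B6C3F1 females, 4 to 6 weeks old in the paper and 6 weeks old in the sample labels. Cyp19a1, the aromatase of granulosa cells, was bright on all arrays, with signals of 10576 and 13592 in SN-CCs and of 11581 and 12000 in NSN-CCs. Transcripts of other cells were present too, such as Gdf9, a growth factor of the oocyte (1250 and 1482 in SN-CCs, 1012 and 980 in NSN-CCs), and Hba-a1, an alpha-globin of red blood cells (12295 and 7965 in SN-CCs, 14494 and 15008 in NSN-CCs). These values are the deposited signals before normalization, intensities in arbitrary units that still hold the background. The median signal of an array was 122 and 113 in SN-CCs and 125 and 123 in NSN-CCs. A background limit was set on each array at the 95th percentile of 1389 probes for chemosensory receptors (odorant, vomeronasal and taste receptors), a choice made after seeing the data, and it lay between 116 and 120. Of all probes, 13597 and 11685 were above it in SN-CCs replicates 1 and 2, and 13536 and 13660 in NSN-CCs replicates 1 and 2. For the comparisons the signals were background corrected with normexp, quantile normalized, put on the log2 scale and fitted with limma, with p-values adjusted by Benjamini-Hochberg over all probes, and log2 fold changes are NSN-CCs minus SN-CCs. The median SD between pools was 0.19 on the log2 scale in SN-CCs and 0.081 in NSN-CCs.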

Out of 25697 probes (from now on named genes) analysed with an Illumina microarray chip, after setting a fold-change cut-off of > 2.0 and a *p*-value of < 0.01, 47 genes were differentially expressed in the comparison between NSN-CCs *vs*. SN-CCs; of these, 46 were down-regulated and only one (*Amh*) was up-regulated (Additional file 1, spreadsheet 1). 

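Amh, which encodes the anti-Müllerian hormone of granulosa cells, was the only gene past both an unadjusted p under 0.01 and a log2 fold change over 2, and it was higher in NSN-CCs. Its log2 fold change was 2.53 (standard error 0.53, adjusted p = 0.811 from limma). The 5 genes with the largest decrease in Additional file 1 are Siglech (a lectin of plasmacytoid dendritic cells), Ihpk3 (now Ip6k3, an inositol phosphate kinase), Vmo1, Papln and 2010308M01Rik (now Dennd2d). On the probe that the list used, Siglech had a log2 fold change of -0.54 (standard error 0.44), Vmo1 of -0.51 (standard error 0.40), Ip6k3 of -0.48 (standard error 0.44), Papln of -0.39 (standard error 0.33) and Dennd2d of -0.37 (standard error 0.34), each at an adjusted p of 0.811 from limma. SN-CCs replicate 2 held the highest signal for each of these genes, with 181 for Siglech, 175 for Ip6k3, 170 for Vmo1, 152 for Papln and 150 for Dennd2d. On the other 3 arrays their signals lay between 108 and 124, where the background limits of these arrays also fell. With SN-CCs replicate 2 left out the log2 fold changes of the 5 genes lay between 0.045 and 0.14. Of the 46 genes listed as lower at this threshold, 44 could be matched to a probe by name and signals, and all 44 had a log2 fold change below 0, with a median of -0.29, whereas 5 were lower and 39 higher without SN-CCs replicate 2 (median 0.065). The study chose this list on the same arrays, so its direction is not independent evidence. Over all 25697 probes limma called 0 at an adjusted p under 0.05, and 800 had an unadjusted p under 0.05, of which 281 were higher and 519 lower in NSN-CCs.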

Then, to verify whether this down-regulated transcriptional profile was a feature of the NSN-CCs, we lowered the fold-change cut-off to > 1.3, maintaining a *p*-value of < 0.01. A total of 422 genes were found differentially expressed in the comparison between NSN-CCs vs. SN-CCs (Additional file 1, spreadsheet 2). None of these genes were expressed exclusively in one of the two types of CCs and, again, the great majority (412, 97.6%) were down-regulated in NSN-CCs, except for 10 genes that were up-regulated, with *Amh* still being the most highly up-regulated gene.

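Genes of heat shock and the immediate early response were higher in NSN-CCs as a group (20 of 27 higher, median log2 fold change 0.21), among them the small heat shock gene Hspb1 (0.73, standard error 0.14) and the transcription factor gene Junb (1.05, standard error 0.24). Genes of the extracellular matrix and cytoskeleton were higher as well (16 of 24, median 0.29), for example Tpm1, a tropomyosin (0.53, standard error 0.13), and Hspg2, the basement membrane proteoglycan perlecan (0.66, standard error 0.20). Oocyte markers were lower in NSN-CCs (23 of 26, median -0.39), such as the oocyte growth factor Bmp15 (-0.70, standard error 0.17). Genes of the mitochondrial respiratory chain were lower (55 of 79, median -0.22), with Ndufb5 of complex I at -0.75 (standard error 0.17) and Sdhd of complex II at -0.85 (standard error 0.24). With the preset correlation, camera gave these groups adjusted p = 8.44e-06, 0.00113, 0.000373 and 0.0302 in that order. With an estimated correlation none of these calls held (adjusted p = 0.553, 0.553, 0.752 and 0.909), and fry called none of them (adjusted p = 0.211, 0.214, 0.214 and 0.558). No member of these groups passed an adjusted p of 0.05 over all probes or adjusted over the list alone, so 0 genes were called by limma there, against 6, 2, 8 and 7 members with an unadjusted p under 0.05 in the direction of their group. SN-CCs replicate 2 stood apart from the other 3 arrays, and without it the medians were 0.21, 0.13, -0.20 and -0.11 and Sdhd was at -0.56. That setting leaves 1 pool of SN-CCs, so it holds no measure of the spread between pools of SN-CCs.
Of the single genes with the smallest p, none passed the adjustment (adjusted p = 0.811 from limma for each). Those higher in NSN-CCs were Isyna1, which makes inositol phosphate (log2 fold change 1.14), the lipid carrier Apoe (0.96), Cited4 (1.14), Rasl10a (0.81), the signalling ligand Wnt4 (1.29), Crtc3 (0.96), Hspb1 and Irf2bpl (0.84). Those lower were the endothelin receptor Ednrb (-1.23), the 14-3-3 protein gene Ywhae (-0.96), Mrps18c of the mitochondrial ribosome (-1.07), the phosphoglucomutase Pgm1 (-1.01), Aldh1a7 (-0.87), Fignl1 (-0.86), Zg16 (-0.79) and Cdc5l (-0.67). In Ednrb the signal was 1653 and 1886 in SN-CCs against 754 and 765 in NSN-CCs, and in Apoe 394 and 287 against 696 and 737. At an unadjusted p under 0.01 there were 22 higher and 33 lower probes, and with the further condition of a log2 fold change over 1.3 in size only Amh was left. Without the condition on p, 299 probes were higher by more than 1.3 on the log2 scale and 2 were lower, and without SN-CCs replicate 2 these counts were 1 and 0.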

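The 10 genes listed as higher in NSN-CCs were all higher in the deposited signals, with a median log2 fold change of 1.92, and 1 of them, Amh, was past the threshold of an unadjusted p under 0.01 and a log2 fold change over 1.3. For these 10 genes SN-CCs replicate 2 had the lowest signal of the 4 arrays, with a median of 0.174 times the signal of SN-CCs replicate 1. Without that array all 10 remained higher in NSN-CCs, with a median log2 fold change of 0.68. Of the 412 genes listed as lower, 387 were matched to a probe by name and signals, and 375 of these had a log2 fold change below 0, with a median of -0.27. None of them passed an adjusted p of 0.05 in limma, and 18 were lower at an unadjusted p under 0.05. Their median signal was 119 and 140 in SN-CCs replicates 1 and 2 and 128 and 127 in NSN-CCs replicates 1 and 2. In 275 of them SN-CCs replicate 2 had the highest signal of the 4 arrays. When SN-CCs replicate 2 was left out, 157 were lower and 230 higher in NSN-CCs, with a median log2 fold change of 0.060. Both NSN-CCs pools lay below both SN-CCs pools for 125 of the 387 genes (32.3%), where chance gives 16.7% and all probes of the array gave 22.2%. Among probes above the background limit on all 4 arrays the share was 28.0%. Each of the 397 matched genes was above the background limit on at least 1 array of each type of CCs, and 183 of the 387 were above it on all 4 arrays. The former was fixed in advance, since the lowest signals that Additional file 1 averages (122 to 124) lie above the background limits (116 to 120). Over the whole array, 137 probes were above the limit on both SN-CCs arrays and no NSN-CCs array, and 209 the other way round. The paper lowered its threshold to learn whether down-regulation was a feature of NSN-CCs, and it presents the larger list as a group of regulated genes that mark the CCs of incompetent or competent oocytes. The study chose the list on these arrays, so the direction of its members is not independent evidence.

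**Figure D1:**
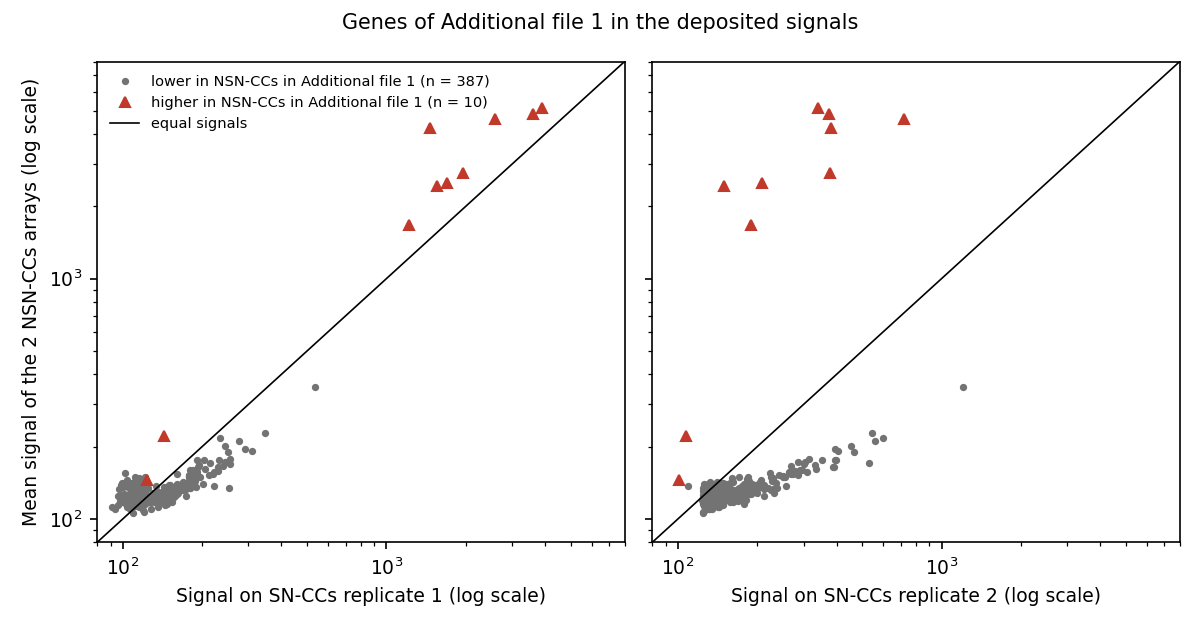
Signals of the 397 matched genes of Additional file 1 before normalization, in arbitrary units on log axes, with 1 point per gene: the mean of the 2 NSN-CCs arrays against SN-CCs replicate 1 (left) and against SN-CCs replicate 2 (right). Circles are the 387 genes listed as lower in NSN-CCs, which lie around the line of equal signals on the left and mostly below it on the right, and triangles are the 10 listed as higher.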

Next, on the differentially expressed genes we performed both a bioinformatic analysis and a bibliographic search of genes known for their association with the ovarian follicle function. A Gene Ontology (GO) enrichment analysis, using the tool provided by the data mining and bioinformatics software Orange (http://orange.biolab.si/), allowed the identification of 11 major biological processes (Figure 1) comprising 247 of the differentially expressed genes (Table 1), the remaining 175 being sequences whose function is yet unidentified. Thirty per cent of these genes, all down-regulated, were assigned to the ‘Signal transduction’ biological process; the only 7 up-regulated genes were attributed to ‘Nucleic acid metabolism’ (*Giyd2* and *Hspa1a*), ‘Cell death’ (*Lgmn*), ‘Cell differentiation’ (*Erdr1* and *Vim*) and ‘Reproduction’ (*Cited2* and *Amh*).

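The 7 genes listed as higher in Table 1 differed in how far the pools stood apart. Hspa1a, an inducible heat shock protein 70, had signals of 2571 and 723 in SN-CCs and 4436 and 4805 in NSN-CCs, a log2 fold change of 1.81 (standard error 0.54). Cited2, a transcriptional coactivator, had signals of 1552 and 149 in SN-CCs and 2306 and 2535 in NSN-CCs (log2 fold change 2.35, standard error 1.04). The intermediate filament gene Vim (2.03, standard error 0.88), Erdr1 (2.06, standard error 0.99) and the lysosomal protease gene Lgmn (1.74, standard error 0.77) were also far lower in SN-CCs replicate 2 than in replicate 1. Giyd2 (now Slx1b), an endonuclease subunit, had a log2 fold change of 0.35 (standard error 0.23) and signals between 101 and 169, near the background limit. None of these 6 genes passed the test (adjusted p = 0.811 for each, from limma). The other 3 genes listed as higher, outside Table 1, were ORF61 (now Tmem259) at 2.15 (standard error 1.08), Scand1 at 1.66 (standard error 0.68) and Dact2 at 0.84 (standard error 0.18). In the absence of SN-CCs replicate 2 the log2 fold changes were 1.05 for Hspa1a, 0.84 for Cited2, 0.76 for Vim, 0.62 for Erdr1, 0.64 for Lgmn, 0.21 for Slx1b, 0.59 for Tmem259, 0.70 for Scand1 and 0.66 for Dact2.
Among the processes, Signal transduction lists 72 symbols (29.1% of 247), and 64 of its 69 matched genes were lower in NSN-CCs, with a median log2 fold change of -0.22. The medians were larger in size for Cell cycle (7 of 7 lower, -0.50), Lipid metabolism (10 of 11, -0.47) and Protein metabolism (22 of 22, -0.42). For the remaining processes they were -0.28 in Nucleic acid metabolism (24 of 27 lower), -0.28 in Cell differentiation (12 of 14), -0.26 in Reproduction (14 of 18), -0.25 in Cell death (21 of 22), -0.23 in Transmembrane transport (11 of 11), -0.21 in Development (11 of 12) and -0.14 in Cell adhesion (21 of 22). Over all 235 matched symbols 217 were lower and 18 higher, 0 passed an adjusted p of 0.05 in limma, and 10 lower and 2 higher genes had an unadjusted p under 0.05. The genes were picked by the study on these arrays, and without SN-CCs replicate 2 the split was 89 lower and 146 higher. In that setting the median was -0.12 for Protein metabolism (14 of 22 lower), -0.10 for Cell cycle (5 of 7), 0.053 for Lipid metabolism (4 of 11) and 0.068 for Signal transduction (20 of 69), and between -0.041 (Transmembrane transport) and 0.11 (Development) for the other processes.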

Then, to determine whether and how individual genes are interrelated or interact with each other and to search for biological pathways and the inter-relationships between network genes, with Orange we interrogated the MeSH and STRING repositories. This analysis generated a single broad network made of 142 genes (Additional file 2; Additional file 3) in which the gene *Pttg1* (Pituitary

**Figure 1:**
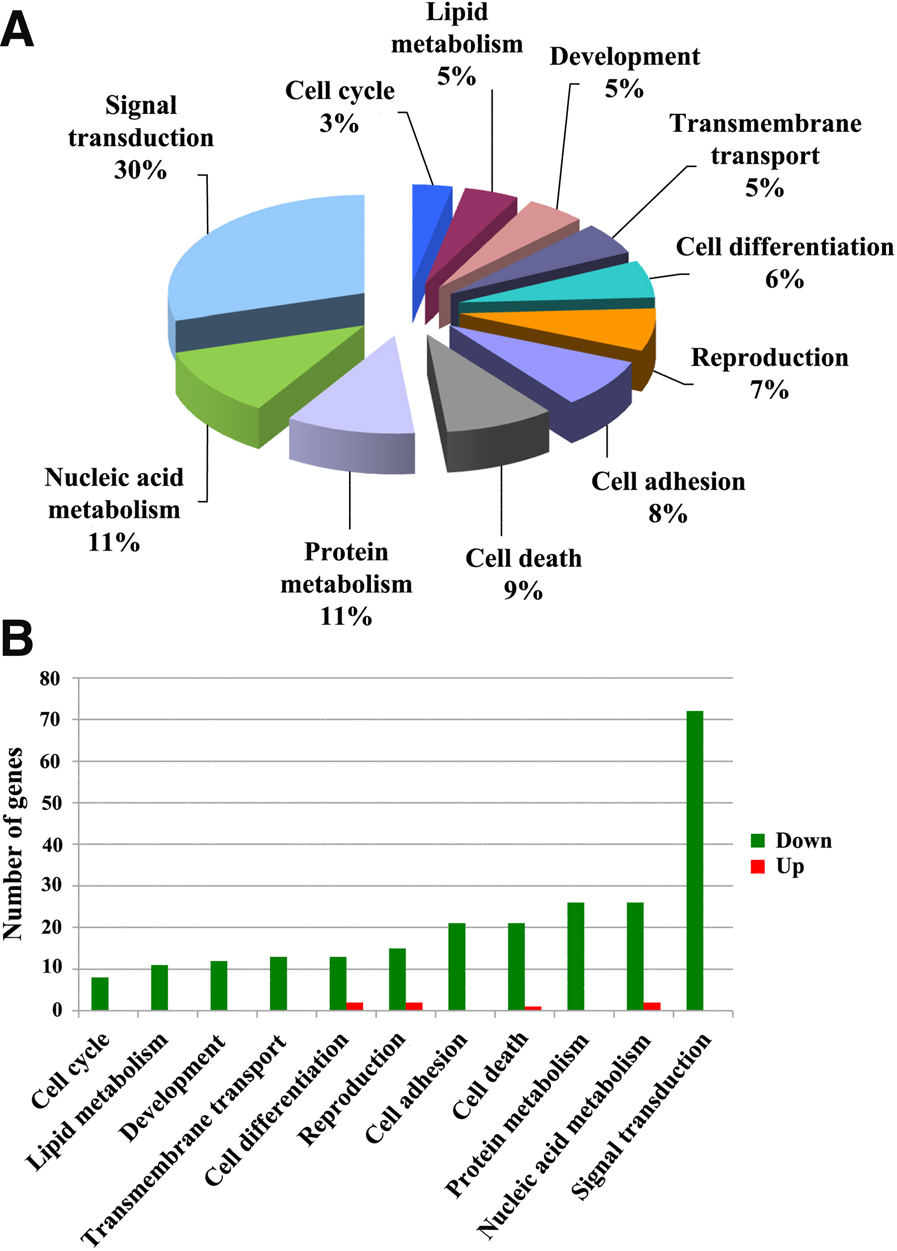
**Microarray-based analysis of the transcription profile of cumulus cells (CCs) isolated from developmentally incompetent (NSN-CCs) or competent (SN-CCs) oocytes.** (**A**) Major biological processes and functions found when comparing the transcription profile of NSN-CCs *vs.* SN-CCs. (**B**) Number of up- and down-regulated genes in each of these processes.

 tumor-transforming gene 1) stood out with the highest number of neighbours, as shown in Additional file 2, where *Pttg1* is related to its two more proximal neighbours. Interestingly, *Pttg1* emerged as a regulated gene also in a previous microarray study of cow follicles. 

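Pttg1, which encodes securin, an inhibitor of sister chromatid separation, had low signals in all pools: 141 and 159 in SN-CCs and 123 and 138 in NSN-CCs, each above the background limit of its array. Its log2 fold change was -0.47 (standard error 0.28, adjusted p = 0.811 from limma), and both NSN-CCs pools lay below both SN-CCs pools. It was -0.12 when SN-CCs replicate 2 was left out. Of 33 genes of the cell cycle, 19 were lower and 14 higher in NSN-CCs, with a median log2 fold change of -0.16. Among them were the mitotic kinase gene Aurka (-0.49, standard error 0.14), the mitotic cyclin gene Ccnb1 (-0.44, standard error 0.13) and, on the higher side, the thymidine kinase gene Tk1 (0.58, standard error 0.37, and 0.079 without SN-CCs replicate 2). The group was not called by camera (adjusted p = 0.604), and none of its members passed limma's test over all probes or adjusted over the list alone, with 3 lower at an unadjusted p under 0.05. With SN-CCs replicate 2 left out 29 of the 33 were lower (median -0.16), with 1 pool of SN-CCs to judge by.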

As in our NSN-CCs, *Pttg1* was down-regulated in CCs isolated from immature *vs.* mature cow follicles [15], indicating that its down-regulation may be correlated with a lower degree of maturity of the follicle enclosing NSN oocytes [3]. The significance and role of this gene network within the biology of the CCs is, at this stage, unknown, although its identification is a prerequisite towards more functional studies that will improve our limited knowledge of both genes and associated pathways in force in these cells.

Finally, we searched the public database PubMed for links between a number of MeSH terms correlated with the ovarian function (Additional file 4) and the 422 differentially expressed genes. Of these, 119 could not be found in the interrogated database, whereas the remaining majority of 303 scored at least one result and 26 obtained the highest score (Additional file 5), with *Amh* and *Has2* at the top of the list. These results highlight the follicle-related nature of this gene list and its possible future use to further our understanding of the interactions between the female gamete and its associated CCs.

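Of 31 genes of granulosa identity and follicle growth, 19 were higher and 12 lower in NSN-CCs, with a median log2 fold change of 0.18. The higher members with the smallest p were Amh and Wnt4, a ligand of ovarian differentiation (signals of 364 and 168 in SN-CCs, 632 and 676 in NSN-CCs), and the lower ones were the transcription factor gene Gata6 (log2 fold change -0.38, standard error 0.17) and Npr2, the receptor through which CCs hold the oocyte in meiotic arrest (-0.63, standard error 0.34, and -0.17 without SN-CCs replicate 2). With the preset correlation camera called this group (adjusted p = 0.00331), and with an estimated correlation it did not (adjusted p = 0.752). In SN-CCs replicate 2 the signals of this group were off from the other 3 arrays by a median of -0.50 on the log2 scale. Without that array the group's median was 0.018 and camera gave adjusted p = 0.160. Genes of TGF-beta and BMP signalling went both ways (10 higher, 20 lower of 30, median -0.10, camera adjusted p = 0.782, while the mean was 0.063), with the BMP target Id1 at 0.54 (standard error 0.14) and the BMP receptor gene Bmpr1a at -0.75 (standard error 0.16). Of 21 genes of steroidogenesis and luteinisation 9 were higher and 12 lower (median -0.036, mean 0.030, camera adjusted p = 0.782), with the side-chain cleavage enzyme Cyp11a1 at 0.41 (standard error 0.15) and the cholesterol carrier Stard4 at -0.78 (standard error 0.16). No member of these 3 groups passed limma's adjusted p of 0.05 over all probes or adjusted over the list alone, and 2, 5 and 3 members had an unadjusted p under 0.05. With SN-CCs replicate 2 left out, the median was 0.012 for TGF-beta and BMP signalling (15 of 30 higher) and 0.12 for steroidogenesis (14 of 21 higher). That setting leaves 1 pool of SN-CCs to judge by.
Additional file 5 gives a p of at most 0.05 in all 3 sets of key terms for 25 genes, and 20 of these were lower and 5 higher in the deposited signals (median log2 fold change -0.29). Beside Amh and Has2 they include the RNA-binding germ cell gene Dazl (-0.81, standard error 0.25), the oocyte linker histone H1f8 (-0.84, standard error 0.33), the growth hormone releasing hormone Ghrh (-0.96, standard error 0.46) and the relaxin gene Rln1 (-0.85, standard error 0.46). The signals of Dazl were 202 and 204 in SN-CCs and 135 and 145 in NSN-CCs, and those of Ghrh were 204 and 335 in SN-CCs and 163 and 159 in NSN-CCs. Without SN-CCs replicate 2 the log2 fold changes were -0.50 for Dazl, -0.41 for H1f8, -0.31 for Ghrh and -0.22 for Rln1, and 11 of the 25 genes were lower and 14 higher.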

### Cumulus cell-related genes are differentially expressed in NSN-CCs compared to SN-CCs

Among the differentially expressed genes brought out by our microarray analysis, we focused on two, *Amh* and *Has2*, both included as part of the ‘Reproduction’ biological process (Table 1) and known players of the CCs biology (Additional file 5). 

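The Amh probe (ILMN_2768691 on the array, on chromosome 10 in Additional file 1) had signals of 3952 and 4553 in the 2 pools of NSN-CCs and of 1468 and 381 in the 2 pools of SN-CCs. After normalization the mean log2 value was 12.16 ± 0.16 (SD, n = 2 pools) in NSN-CCs and 9.62 ± 1.05 (SD, n = 2 pools) in SN-CCs, a 5.79-fold difference on the linear scale. Both pools of NSN-CCs were above both pools of SN-CCs, an order for which the smallest two-sided exact permutation p that 2 pools against 2 allow is 0.333. The spread lay within SN-CCs, where replicate 1 was closer to the NSN-CCs. Without SN-CCs replicate 2 the log2 fold change of Amh was 1.79 (standard error 0.15, adjusted p = 0.00449 from limma), and Amh was then the only probe of the array under an adjusted p of 0.05. In that setting the remaining SN-CCs pool is assumed to vary like the NSN-CCs pools.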

The *Amh* (Anti mullerian hormone) gene, whose protein inhibits the stimulatory effect of FSH (Follicle Stimulating Hormone) on follicle growth [16], was the most up-regulated in our experiments with a 2.34-fold higher expression in CCs of developmentally incompetent (NSN-CCs) compared to that of developmentally competent (SN-CCs) oocytes. The *Has2* (Hyaluronan synthase 2) gene, a CC-related transcript implicated in the secretion of hyaluronic acid, was 1.38-fold down-regulated in NSN-CCs *vs.* SN-CCs; its expression level, together with that of other CC-related transcripts, is directly correlated to bad preimplantation development and pregnancy outcome in human [17-23] and in cow [24,25].

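Has2, the enzyme that makes the hyaluronan of the expanding cumulus, had signals of 292 and 393 in SN-CCs and of 187 and 204 in NSN-CCs (probe ILMN_1254975). Its mean log2 value was 8.43 ± 0.70 (SD, n = 2 pools) in SN-CCs and 7.39 ± 0.10 (SD, n = 2 pools) in NSN-CCs. The log2 fold change was -1.04 (standard error 0.37, adjusted p = 0.811 from limma), which is 2.06-fold on the linear scale. Leaving out SN-CCs replicate 2 gave -0.55 (adjusted p = 0.218 from limma). Of 30 genes of cumulus expansion and the ovulatory response, 15 were higher and 15 lower in NSN-CCs, with a median of -0.026 and a mean of 0.029. The EGF-like factors Areg (0.80, standard error 0.16; signals of 2576 and 3084 in SN-CCs, 4217 and 4374 in NSN-CCs) and Btc (0.72, standard error 0.16) were on the higher side. On the lower side beside Has2 was their receptor gene Egfr (-0.78, standard error 0.36, and -0.30 without SN-CCs replicate 2), with signals of 2007 and 3788 in SN-CCs and 1498 and 1463 in NSN-CCs. No member passed limma's test over all probes or adjusted over the list alone, with 4 higher and 1 lower at an unadjusted p under 0.05, and camera did not call the group (adjusted p = 0.291). After leaving out SN-CCs replicate 2 19 of the 30 were higher (median 0.072), with 1 pool of SN-CCs to judge by.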

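Ptx3, a pentraxin that stabilises the hyaluronan matrix of the cumulus, was above the background limit on all 4 arrays with both of its probes. The signals of the first probe were 581 and 486 in SN-CCs and 480 and 584 in NSN-CCs (log2 fold change -0.15, standard error 0.18). Those of the second were 401 and 399 in SN-CCs and 447 and 443 in NSN-CCs (log2 fold change -0.0092, standard error 0.22). Tnfaip6, which links proteins to hyaluronan in the same matrix, had signals of 92, 104, 107 and 112 and was not above the background limit on any array, so no fold is given. Ptgs2, the prostaglandin synthase of the ovulatory response, was on 1 probe not above the limit in SN-CCs (signals of 104 and 107) and above it in NSN-CCs (139 and 134). This gave a bound of at least 1.08-fold higher in NSN-CCs on that probe, a difference not past limma's test (adjusted p = 0.811). This bound compares the NSN-CCs mean with the lowest signal above the limit on each SN-CCs array. The other Ptgs2 probe was not above the limit on any array, with signals between 69 and 76. In the paper's qRT-PCR, on other samples, Ptgs2 was lower in NSN-CCs. In Ptx3 the difference between the types of CCs was smaller than its standard error with either probe (adjusted p = 0.838 and 0.993 from limma). Without SN-CCs replicate 2 the log2 fold change was -0.036 with the first Ptx3 probe and 0.26 with the second. For Actb, a cytoskeletal actin, the 5 probes disagreed in SN-CCs replicate 2. Its signal there was 27716 on a probe that read 116, 142 and 150 on the other arrays, and 148 on a probe that read 6664, 4947 and 5621 on them.

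**Figure D2:**
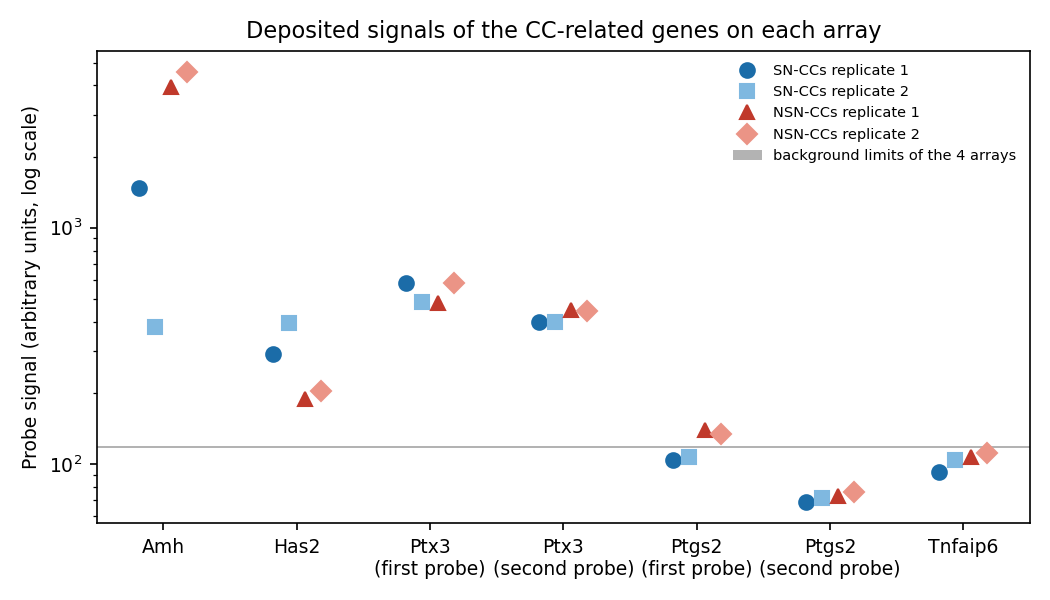
Deposited signals of Amh, Has2, Ptx3, Ptgs2 and Tnfaip6 before normalization, in arbitrary units on a log axis, with 1 symbol per array and both probes of Ptx3 and Ptgs2. The grey band spans the background limits of the 4 arrays (116 to 120); Tnfaip6 lies below it on all arrays and Ptx3 above it on all arrays.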

Following, to confirm our microarrays results, we analysed by *q*RT-PCR the profile of expression of *Amh* and *Has2*; also, we extended this analysis to three more CC-related genes (not included in the microarrays list of differentially expressed genes likely because of the very low detection value scored, see data deposited in GEO, accession number GSE46906) previously shown to play a critical role during the latest phases of oocyte maturation and whose expression pattern was also correlated to the developmental outcome: *Ptx3* (Pentraxin 3), *Tnfaip6* (Tumor necrosis factor alpha-induced protein 6) and *Ptgs2* (Prostaglandin-endoperoxide synthase 2), associated with the stabilisation of the matrix at the time of cumulus expansion [17-19,21,25,26].

When comparing NSN-CCs *vs.* SN-CCs, *Has2* resulted the most down-regulated (-2.62-fold; *p* = 0.029), confirming the microarray results; followed by *Tnfaip6* (-1.51-fold; *p* = 0.008); *Ptx3* (-1.41-fold; *p* < 0.001) and *Ptgs2* (-1.34-fold; *p* = 0.007) (Figure 2). These results show that the profile of expression of mouse *Has2*, *Tnfaip6*, *Ptx3* and *Ptgs2* resembles that described earlier in human and cow CCs, i.e., lower in developmentally incompetent *vs*. competent oocytes [17-19,21,25,26]. The down-regulation of all these transcripts in NSN-CCs correlates with the poor quality of the enclosed oocyte [4,14] and is indicative of an overall immaturity/incompetence of these antral follicles. The *q*RT-PCR of the *Amh* transcript substantiated the microarrays data

**Table 1:** List of 247 differentially expressed genes within each of the 11 main biological processes

**Gene symbol**	**Biological process**	**Number of genes**
*Agrp, Ahrr, Arhgap15, Bcar3, Cabp4, Ccbp2, Cenpj, Clec4a3, Cx3cr1, Dclk2, Dnaja1, Edg2, Emr1, Enpp2, F10, Ffar3, Fgf15, Fgf5, Freq, Gabrb2, Gem, Gnat3, Gpr182, Gpr85, Grb7, Htr4, Ifnz, Irs1, Kremen2, Lag3, Ms4a10, Npffr2, Olfr104, Olfr1040, Olfr1105, Olfr1208, Olfr1219, Olfr1347, Olfr1383, Olfr1424, Olfr244, Olfr323, Olfr725, Olfr915, Omp, Oscar, Pdyn, Plcg2, Ppp1r1a, Ppp1r1b, Pth2, Ptpn6, Rab9b, Rassf9, Rgma, Rgs6, Rgs9, Rgs9bp, Rin1, Rl1, Rsu1, Sag, Shc4, Tmod2, Trem1, Treml2, Trpc5, Trpm3, V1rh5, Vmn2r42, Zap70, Zcrhav1*	Signal transduction	72
*Batf2, Chd1l, Cux2, Dhfr, Dis3, Ell3, Fhit,****Giyd2,****Gtf2h5, Gtf3c6, Hmbox1,****Hspa1a,****Il33, Kif18a, Larp6, Mef2b, Nono, Orc4l, P42pop, Rbm35a, Sp5, Tasp1, Tuba4a, Utp15, Zfp1, Zfp526, Zfp786, Zscan2*	Nucleic acid metabolism	28
*493444A2Rik, Agbl1, Alg11, B3gnt8, Cct6b, Cpeb2, Ctrl, Dnajc4, Dph5, EG623661, Eif3h, Eif4e, Fbxo44, Hipk4, Klhl13, Mrpl15, Mrpl39, Otub2, Rpl22l1, Senp6, Sh3d19, St3gal1, St8sia4, Tor2a, Usp45, Wnk2*	Protein metabolism	26
*Aif1, Alox12, Bik, Bnipl, C5ar1, Cacybp, Casp1, Casp4, Dapk2, Grid2, Isg20l1,****Lgmn,****Moap1, Nuak2, Pdcl3, Srgn, Tnfrsf4, Tnfsf13b, Tns4, Tpt1, Ube2z, Ywhae*	Cell death	22
*A930038C07Rik, Azgp1, Cdh1, Cdh11, Cdh13, Cdh3, Cldn3, Cml4, Col12a1, Col3a1, Ctnna3, Lypd3, Magi3*, *Mia1, Myh8*, *Pcdhb20, Pcdhb4, Serpini1, Spon2, Tecta, Utrn, Zan*	Cell adhesion	22
***Amh, Cited2,****Dazl, Fgf17, Fkbp6, Ggnbp1, Ghrh, Gnrhr, Has2, Hsf2, Mtl5, Pgr, Plau, Sox8, Spag6, Tcp11, Theg, Vmo1*	Reproduction	17
*AI428936, Abca5, Dixdc1, Dlk2,****Erdr1,****Fig4, Gdf10, Irf8, Lhx3, Lrg1, Neu2, Nkx2-3, Plk4, Rpgr,****Vim***	Cell differentiation	15
*Abcc2, Atp5e, Cox7b, Fxyd1, Gjb1, Hvcn1, Kcns1, Kctd7, Ranbp2, Slc25a13, Slc29a4, Slc39a1, Timm22*	Transmembrane transport	13
*Actl6b, Amn, Bin3, Cdx1, Cftr, Des, Ebf1, Eln, Fnbp1, Hydin, Myl6b, Prr15*	Development	12
*Alox5ap, Cpt1c, Cyp4f14, Elovl2, Fabp5, Idi1, Ihpk3, Ndufab1, Pigw, Pnliprp2, Ptgds*	Lipid metabolism	11
*Cdkn2a, Gbx2, Gm606, Il13, Pttg1, Tnfrsf9, Txnrd1, Wfdc1*	Cell cycle	8

Regular font, down-regulated genes; bold font, up-regulated genes.

 showing an even higher average (4-fold) up-regulation in NSN-CCs compared to SN-CCs (*p* < 0.05) (Figure 2A). This differential expression was further confirmed at the protein level. Imunofluorescence detection of the AMH protein revealed that NSN-CCs display very bright fluorescence, whereas SN-CCs show a faint signal (Figure 2B).

## Conclusions

In this study, the classification of mouse antral oocytes, based on their chromatin organisation into developmentally competent (SN) and incompetent (NSN), allowed the separation of their surrounding CCs into two distinct groups. 

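The transcriptomes of NSN-CCs and SN-CCs replicate 1 were nearly as close to each other as the 2 pools of NSN-CCs. Across the 25697 probes the correlation of normalized log2 signals was 0.993 between SN-CCs replicate 1 and either pool of NSN-CCs and 0.995 between the 2 pools of NSN-CCs. SN-CCs replicate 2 correlated at 0.934 with SN-CCs replicate 1 and at 0.930 and 0.931 with the pools of NSN-CCs. These correlations are across probes, which are not independent replicates. Between SN-CCs replicate 1 and the pools of NSN-CCs, 6 and 15 probes differed by more than 1 on the log2 scale, against 0 between the pools of NSN-CCs. Between the 2 pools of SN-CCs 2554 probes did. Genes of the ribosome, which are bright in all cells, had a median log2 fold change of 0.00098 between the types of CCs (33 of 65 higher, camera adjusted p = 0.367), with Rpl28 at 0.44 (standard error 0.15) and Rps27l at -0.52 (standard error 0.20, and -0.29 without SN-CCs replicate 2). Glycolytic genes had a median of -0.00039 (9 of 18 higher, camera adjusted p = 0.782), with Ldha at -0.43 (standard error 0.16; signals of 23085 and 27057 in SN-CCs, 16048 and 15911 in NSN-CCs). Eno1, with a log2 fold change of 1.42 (standard error 1.16), had a signal of 20345 in SN-CCs replicate 1 and of 1834 in SN-CCs replicate 2, and its log2 fold change was -0.25 without the latter. In both groups limma called 0 members at an adjusted p under 0.05, over all probes or adjusted over the list alone, and 1 ribosomal and 0 glycolytic genes had an unadjusted p under 0.05. The glycolytic median without SN-CCs replicate 2 was -0.18, with 1 pool of SN-CCs to judge by.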

For the first time, the microarray-based evaluation of their transcriptome highlighted a similar transcriptional activity, with the exception of 422 genes, 97.6% of which are down-regulated in NSN oocytes. The differential gene expression between the two types of CCs includes a group of four down-regulated CC-related (*Has2, Ptx3, Tnfaip6* and *Ptgs2)* and one up-regulated (*Amh*) gene in NSN-CCs compared to SN-CCs. When analysed by *q*RT-PCR, *Amh* is the most differentially expressed with an average 4-fold higher expression in CCs associated with NSN oocytes, demonstrating its robustness as a further non-invasive diagnostic marker for the selection of developmentally competent or incompetent mouse antral oocytes. This result assumes a noteworthy significance at the light of a very recent study showing that human *AMH* is highly expressed in CCs of preovulatory follicles containing premature or atretic oocytes [27]. It would be extremely interesting, for the aim we are pursuing of identifying non-invasive markers of developmental competence, to correlate the expression of this gene with the chromatin configuration in these human oocytes.

Overall, the regulated nature of the identified group of genes may represent the molecular signature of CCs associated either with developmentally incompetent or competent oocytes. Hence, our data might represent a valuable resource for enabling the development of novel non-invasive molecular tools for the assessment of oocyte quality and for the detailed investigation of the complex bi-directional interactions occurring between CCs and oocytes.

## Methods

### Animals and hormonal treatment

Four to six week-old B6C3F1 female mice (Charles River, Como, Italy) were injected intraperitoneally with 3.75 IU folligon (Intervet, Italy) 48 hours before sacrifice. Animals were maintained in the department animal facility under controlled conditions: 22°C of temperature and a 12/12 hr dark/light cycle. This study was carried out in strict accordance with the protocol approved by our University and the European (n. 86/609/CEE) and Italian (n. 116/92, 8/94) legislation. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Pavia (Protocol Number: 1–2010).

**Figure 2:**
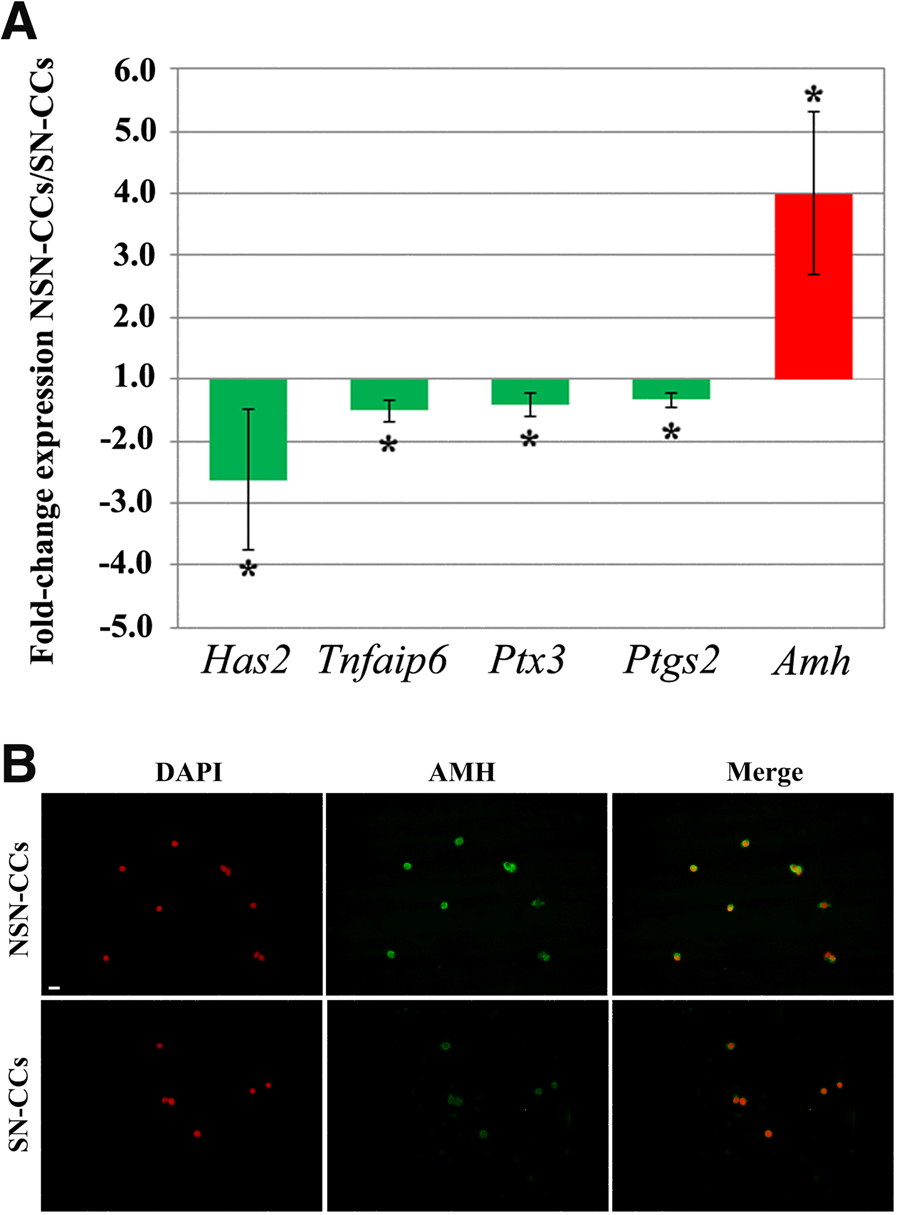
**Profile of expression of CC-related genes and immunofluorescence detection of AMH protein in NSN-CCs and SN-CCs.** (**A**) *q*RT-PCR analysis of the profile of expression of *Has2, Tnfaip6*, *Ptx3*, *Ptgs2* and *Amh* genes in NSN-CCs and SN-CCs. Fold-change expression in the comparison between NSN-CCs *vs.* SN-CCs. *, significantly different (*p*-values are reported in the text). (**B**) Immunofluorescence detection of the AMH protein in NSN-CCs and SN-CCs. Bar, 5 μm.

### Isolation and manipulation of antral cumulus-oocyte-complexes

Cumulus-oocyte-complexes (COCs) were released in M2 medium [28] at 37°C by puncturing the ovarian surface with a sterile 26G needle. Using a mouth-controlled sterile Pasteur micropipette each COC was transferred into a 7 μl drop of fresh M2 medium and their enclosed oocytes were separated from the CCs by gently pipetting in and out the COC. Single oocytes were then classified as NSN or SN depending on their chromatin organization, as described before [4,14]. Briefly, each oocyte was transferred into a 5 μl droplet of M2 medium containing the fluorochrome Hoechst 33342 (50 ng/ml) and incubated at 37°C for 10 min. After staining, oocytes were classified as belonging to the SN or the NSN type, according to the presence or absence, respectively, of a ring of Hoechst-positive chromatin surrounding the nucleolus. Classification was performed with an Olympus Provis fluorescence microscope. Based on this classification, the CCs belonging to NSN (NSN-CCs) or SN (SN-CCs) oocytes were separately collected. For microarrays analysis a total of 638 NSN and 1769 SN COCs were isolated from 234 ovaries during 21 separate experiments. NSN-CCs or SN-CCs were pooled together into two batches each, representing biological replicates. *q*RT-PCR analysis was performed on RNA extracted from NSN-CCs or SN-CCs isolated from ~ 40 COCs. NSN-CCs and SN-CCs were transferred into distinct 1.5 ml Eppendorf tubes containing each 500 μl 1× PBS, centrifuged at 13.000 rpm for 3 min and the pellets flash-frozen in liquid nitrogen and stored at -80°C.

### RNA extraction

RNA was extracted using the RNeasy Mini Kit (Qiagen, USA) following the manufacturer’s instructions. To eliminate genomic DNA contamination, on-column DNase digestion (Qiagen) was performed. The isolated total mRNA was quality checked by Nanodrop analysis (Nanodrop Technologies, Wilmington, DE, USA).

### Microarray analysis

RNA for microarray analysis was obtained following a two-round linear amplification with Illumina TotalPrep RNA Amplification Kit (Ambion, Austin, TX, United States) performed with 400 ng mRNA, which is a complete system for generating biotin-labelled cRNA for hybridization with Illumina Sentrix arrays. For each sample, 1.5 μg cRNA was hybridized onto Illumina mouse-8 BeadChip version 3. After hybridization, washing and Cy3-streptavidin staining, the scanning was performed. All these passages have been performed on the Illumina Bead-Station 500 platform (Illumina, San Diego, CA, United States) with reagents and following the protocols supplied by the manufacturer. Two biological replicates of SN-CCs and NSN-CCs were hybridised. All basic expression data analysis was carried out using the manufacturer’s software BeadStudio 1.0. 

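Chemosensory receptor genes, such as the odorant receptor genes Olfr1086, Olfr9 and Olfr523, show what the normalization did to dim probes. Before it, the 1389 probes of these receptors had a median signal of 90.4 and 94.0 in SN-CCs replicates 1 and 2 and of 94.8 and 92.8 in NSN-CCs replicates 1 and 2. In the authors' deposited normalized values the same probes had a median of 97.2 and 207 in SN-CCs and of 97.8 and 96.8 in NSN-CCs. On each array the deposited normalized values are a straight line of the signals, with residuals of at most 0.01. The slopes are 0.855 and 0.762 in SN-CCs and 0.925 and 0.923 in NSN-CCs, and the intercepts are 19.8 and 136 in SN-CCs and 10.1 and 11.1 in NSN-CCs. The median of all deposited normalized values was 124 and 222 in SN-CCs and 125 and 124 in NSN-CCs, on a linear scale and not centred. The lowest deposited normalized value was 69.1 and 182 in SN-CCs and 66.2 and 66.2 in NSN-CCs, so none was near 0. With the signals normalized as described above, the chemosensory receptor genes had a median log2 fold change of -0.027 between the types of CCs (533 higher and 740 lower of 1273 genes, camera adjusted p = 0.782), with Olfr1086 at 0.37 (standard error 0.14) and Olfr523 at -0.37 (standard error 0.14). With the authors' normalized values the median was -0.54, and 1273 of the 1273 genes were lower in NSN-CCs.

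**Figure D3:**
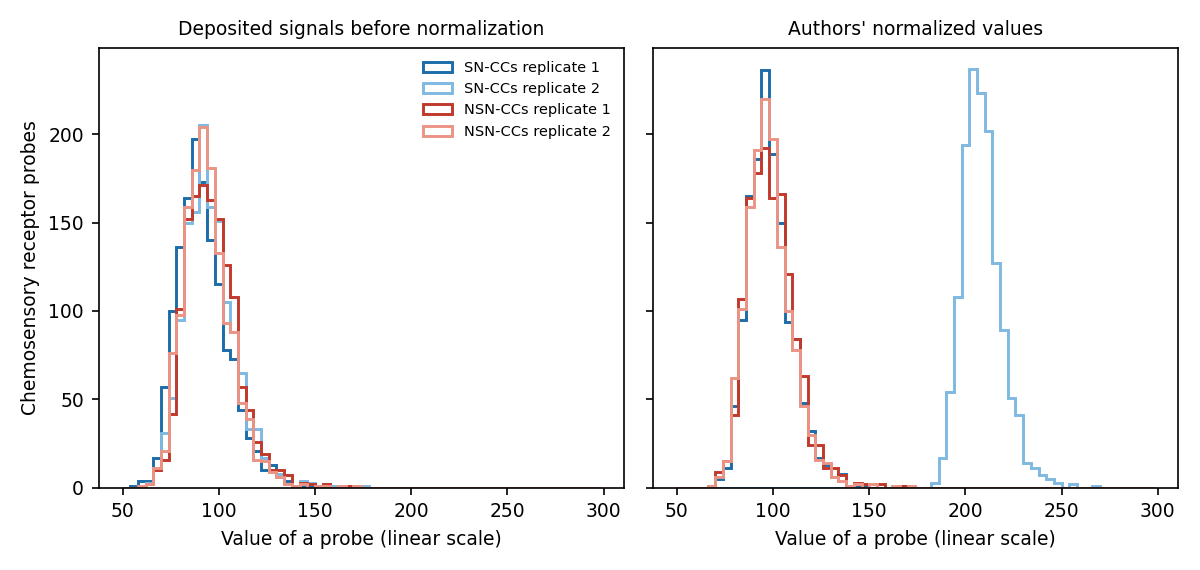
Number of chemosensory receptor probes by value, on linear axes in arbitrary units, for each of the 4 arrays, in the deposited signals before normalization (left) and in the authors' normalized values (right). The 4 arrays overlap on the left, and SN-CCs replicate 2 lies apart on the right, with a median of 207 against 96.8 to 97.8 on the other arrays.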

Raw data were background-subtracted and normalised using the “rank invariant” algorithm. Normalized data were then filtered for significant expression on the basis of negative control beads. Selection for differentially expressed genes was performed using arbitrary thresholds for fold changes and statistical significance, computed through a permutation-based test. The GO enrichment analysis was performed using the tools provided by the data mining and bioinformatics software Orange (http://orange.biolab.si/). Pathways and networks were obtained using Orange and David (http://david.abcc.ncifcrf.gov/). A MeSH annotation analysis was performed through a literature-based search strategy as previously described [29] (for details see Additional file 6). The data have been deposited in GEO (accession number GSE46906).

### Reverse-transcription and real time PCR

The RNA extracted from pooled NSN-CCs or SN-CCs, was reverse transcribed into cDNA using the following mix of reagents (Applied Biosystems, Italy) in a 20 μl reaction mixture: 3 μl of RNA, 1× PCR buffer, 1 mM MgCl^2^, 2 mM of each dNTP, 2.5 μM oligo d(T)_16_, 20 U RNase Inhibitor, 50 U MuLV reverse transcriptase. The reverse transcription was performed at 25°C for 10 min, 42°C for 15 min, 99°C for 5 min, on a GeneAmp 9700 thermocycler (Applied Biosystems). One twentieth of the resulting cDNA product was amplified in duplicate by *q*RT-PCR in 20 μl reaction mixture with 200 nM of each specific primer designed using the program Primer3 (Additional file 7) and the MESA GREEN qPCR MasterMix Plus for SYBR assay no ROX sample (Eurogentec, Italy) at 1× final concentration. The amplification reaction was performed in a Rotorgene 6000 (Qiagen, USA) as follows: 95°C for 5 min, followed by 40 cycles at 95°C for 10 sec, 60°C for 15 sec, 72°C for 20 sec. The Rotorgene 6000 Series Software 1.7 was used for the comparative concentration analysis. Prior to the *q*RT-PCR analysis of the five genes under study, we searched for a reference gene that was equally expressed in samples of 100 NSN-CCs or SN-CCs. Among several gene sequences tested, *β-actin* (*Actb*) gave an equivalent profile of expression in the two types of CCs and thus was used for the samples normalisation. *q*RT-PCR amplification was performed on cDNA from three independent experiments and the Student’s *t*-test employed to analyse the results. Differences were considered significant when *p* < 0.05 and data are expressed as frequency mean ± standard deviation (S.D.).

### Immunocytochemistry

After isolation, NSN-CCs or SN-CCs were collected in 1.5 ml Eppendorf tubes and 80 μl fresh M2 medium was added. Cells were cytospun onto a glass slide at 1000 rpm for 10 min, followed by 2000 rpm for 10 min and 5000 rpm for 15 min. Then, they were washed in PBS, prior to fixation with 4% paraformaldehyde in PBS for 20 min. Then, cells were washed with PBS and incubated with primary goat polyclonal AMH antibody (C-20) (Santa Cruz Biotechnology; SC-6886; 1:100 in PBS) at 4°C overnight. After three washes in 0.1% Tween PBS for 10 min, cells were incubated with the secondary antibody Alexa 555-conjugated donkey anti-goat antibody (1:500 in 0.1% Tween PBS; Invitrogen, Italy) at 37°C for 1 hr. At the end of incubation, cells were washed three times for 10 min each with 0.1% Tween PBS and nuclei counterstained with DAPI (0.2 μg/ml in PBS) for 10 min. Finally, glass slides were mounted in Vectashield (Vector, United Kingdom) and examined with an Olympus BX60 epifluorescence microscope equipped with single-bandpass filters for DAPI and Alexa555. Negative controls were treated with the same procedure, except for the incubation with the primary antibody. Digital images were obtained with an Olympus DP72 digital camera and processed using Adobe Photoshop software.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

GV and VM did the isolation of all the COCs and CCs, immunocytochemistry and RT-PCR analyses; AP carried out the microarray analyses; FM, LS, MG and RB did the bioinformatics analyses; CAR and GM worked on the elaboration of the study; JA conceived the study, participated in its design and coordination, did the microarrays analyses and worked on drafting the manuscript, SG and MZ conceived the study, participated in its design and coordination, participated in the bioinformatic analyses and worked on drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of regulated genes.** List of down- (green) and up- (red) regulated genes in the comparison between NSN-CCs *vs*. 

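Additional file 1 gives for each gene a mean signal in NSN-CCs and in SN-CCs and a fold change, and for all 422 genes the fold change equals the log2 of the ratio of the 2 signals (within 0.001). For Amh the paper's signals are 4408 in NSN-CCs and 873 in SN-CCs, and the paper's value is 2.336. For Has2 they are 111 and 291, and the paper's value is -1.382. Of the 422 genes, 397 were matched to 1 probe of the deposited table, by the name and by signals that lie on 1 straight line per array (within 0.05 signal units). A further 10 genes had a probe of that name with other signals, and 15 had no probe of that name. For 255 of the 387 matched genes listed as lower, the SN-CCs signal came from SN-CCs replicate 2 alone, for 131 from both pools and for 1 from SN-CCs replicate 1 alone. Siglech is of the first kind, and Has2 and Pttg1 are of the second. The NSN-CCs signal came from both pools in 203 of the 387 genes, from NSN-CCs replicate 1 alone in 126 and from NSN-CCs replicate 2 alone in 58. On the lines behind the table the chemosensory receptor probes have a median of -3.19 in SN-CCs replicate 1, of 104 in SN-CCs replicate 2, and of 3.56 and 3.39 in NSN-CCs replicates 1 and 2. Applied to the 12779 probes whose signal is at least the lowest that the table uses on some array of each type of CCs, these lines put 522 probes lower and 17 higher in NSN-CCs by more than 1.3 on the log2 scale, and the matched genes of the list are among them.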

SN-CCs. Click here for file

Additional file 2 **Annotation-based gene networks.** Node colours indicate the main GO biological process related to each gene, the size is adjusted proportionally to the Betweenness Centrality and increasing line width indicates stronger annotation relationship. (A) *Pttg1* gene network made of 142 genes. (B) *Pttg1* gene network made with its two more proximal neighbours. Click here for file

Additional file 3 **Interrogation of MeSH and STRING repositories.** Genes belonging to the network originated from the analysis of the group of 247 regulated genes. Genes in green, down-regulated; genes in red, up-regulated. Click here for file

Additional file 4 **Lists of keywords related to folliculogenesis.** MESH_B: set of basic key annotations. MESH_BC: initially selected key terms plus their child terms. MESH_BCP: initially selected key terms plus their parent terms. Click here for file

Additional file 5 **Bibliographic analysis.** List of genes and their corresponding scores and p-values obtained for each set of key terms (MESH_B, MESH_BC, MESH_BCP) by means of the MeSH annotation analysis (see M&M). Results include the number of folliculogenesis key terms retrieved in the complete list of gene annotations (MESH), the number of key terms included in the most relevant terms (TFIDF), the value of the score that reflects the association of the gene to folliculogenesis keywords and its associated *p*-value (PVALUE_TFIDF). Numbers of terms rated as relevant by TFIDF (NUM_TFIDF) and retrieved articles (NUM_ARTICLES) are also indicated. In yellow, genes showing a *p*-value < 0.05 in all the three sets of key terms. Click here for file

Additional file 6 **Methods.** MeSH annotation analysis. Click here for file

Additional file 7 **Primer sequences.** List of primer sequences used for the *q*RT-PCR. F, forward primer; R, reverse primer. Click here for file

# Supplementary material for: Transcriptome based identification of mouse cumulus cell markers that predict the developmental competence of their enclosed antral oocytes
**Source:** BMC Genomics. 2013 Jun 7;14:380. doi: 10.1186/1471-2164-14-380
**Supplement:** Additional file 6 — Methods. MeSH annotation analysis.

**Methods**

***Mesh annotation analysis***

We assigned a list of MeSH annotation terms to each differentially regulated gene. The search methodology exploits the NCBI Web Services to retrieve the most recent literature about specific genes from PubMed. The annotations assigned to each regulated gene included all the MeSH terms used for indexing the related articles. A text mining technique, known as TF-IDF (Nuzzo *et al.,* 2010), was exploited to rank the lists of terms according to their relevance, obtaining a subset of MeSH terms specifically associated to each gene. Then, the information extracted from the literature was combined with expert knowledge on the domain. Starting from a list of keywords related to folliculogenesis (Table 1S), we extracted a set of basic key annotations (*MESH_B*) by identifying the corresponding terms in the MeSH database. An additional list of key terms (*MESH*_*BC*) was obtained by including the initially selected key terms’ subordinate in the MeSH hierarchy, each subordinate being a more specialized term commonly referred to as child term. Finally, we added the parent terms of all the annotations in MeSH_B, i.e.their directly connected superior terms in the hierarchy, obtaining a third subset of key annotations (*MESH*_*BCP*). In order to account for the involvement of each regulated gene in the domain of interest, we developed a score based on the number of its associated key terms. Three different scores were computed, one for each of the considered set of key annotations. For each gene, we computed a first sub-score as the proportion of key terms included in the complete list of MeSH terms associated with that gene. A second sub-score was obtained by evaluating the proportion of key terms included in the 10% top-relevant terms, ranked according to TF-IDF. To compute the final score, we combined the two sub-scores by applying a weighted sum of the two contributions, where a higher weight was assigned to the second sub-score. This procedure allowed focusing on the presence of key terms in the subset of top relevant terms, rather than simply considering keywords retrieved in the entire list of annotations. For each gene and each score, the probability of obtaining a score at least as high as the one observed was assessed by means of a permutation strategy. Genes with p-values ≤ 0.05 for all the three scores were considered significantly associated to the folliculogenesis keywords.

The MeSH annotation terms were combined with information on protein associations provided by the STRING database (http://string-db.org) to generate gene networks. For every pair of regulated genes, a connecting link in the network was added if the MeSH annotation similarity or the confidence score assigned by STRING to the association exceeded a cut-off value of 0.6. To quantitatively characterize the importance of the nodes in the networks, we computed a topological index known as Betweenness Centrality (Yu *et al.,* 2007). This measure allows identifying genes that make possible the communication among clusters of nodes in the network characterized by high internal connectivity.

# Supplementary material for: Transcriptome based identification of mouse cumulus cell markers that predict the developmental competence of their enclosed antral oocytes
**Source:** BMC Genomics. 2013 Jun 7;14:380. doi: 10.1186/1471-2164-14-380
**Supplement:** Additional file 7 — Primer sequences. List of primer sequences used for the qRT-PCR. F, forward primer; R, reverse primer.

**Additional file 7.** List of primer sequences used for the qRT-PCR. F, forward primer; R, reverse primer.

| **Primer** | **Sequence** | **Amplicon length (bp)** |
| --- | --- | --- |
| ***Has2* F** | 5’-AAGACCCTATGGTTGGAGGTG-3’ | 95 |
| ***Has2* R** | 5’-CATCCAGTATCTCACGCTGCT-3’ |
| ***Ptx3* F** | 5’-TGGACAACGAAATAGACAATGG-3’ | 95 |
| ***Ptx3* R** | 5’-GATGAACAGCTTGTCCCACTC-3’ |
| ***Ptgs2* F** | 5’-GAGTGGGGTGATGAGCAACTA-3’ | 96 |
| ***Ptgs2* R** | 5’-GCTCAGGTGTTGCACGTAGTC-3’ |
| ***Tnfaip6* F** | 5’-CGGGTATCATCGATTATGGAA-3’ | 100 |
| ***Tnfaip6* R** | 5’-TCTGTGAAGACACCACCACAC-3’ |
| ***Amh* F** | 5’-AGCAGGCCCTGTTAGTGCTAT-3’ | 94 |
| ***Amh* R** | 5’-CGAGTAGGGCAGAGGTTCTGT-3’ |
| ***Actb* F** | 5’-CGCGAGCACAGCTTCTTTGC-3’ | 90 |
| ***Actb* R** | 5’-GACGACCAGGCGAGCGATAT-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

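Gene expression was measured with Illumina mouse BeadChips in cumulus cells, in 2 pools of SN-CCs and 2 pools of NSN-CCs, each pool on its own array. The paper calls the pools biological replicates, the sample labels number them 1 and 2 within each type of CCs, and no source used here links a pool of SN-CCs to a pool of NSN-CCs. The donors are 4 to 6 weeks old in the paper and 6 weeks old in the sample labels, and received 3.75 IU folligon 48 hours before. The labels give the tissue as oocytes, while their titles, their source names and the paper say cumulus cells, which is how the samples are treated here. Groups were taken from the titles and the replicate numbers.
The authors amplified RNA from 400 ng of mRNA, hybridised 1.5 μg of cRNA per array, and read the arrays with BeadStudio, version 1.0 in the paper and version 3 in the notes deposited with the samples. Their first deposited table holds intensities, which are the signals of 25697 probes summarised by BeadStudio on a linear scale, with the background not subtracted and with no scaling between arrays. Their second deposited table holds intensities after the authors' normalization, for which the paper names background subtraction and the rank invariant algorithm of BeadStudio. The values of the second table are on a linear scale and are not centred. Neither table holds detection p-values or negative control beads.
The analysis planned before the data were examined needed detection p-values, and its written fallback was used: normexp background correction of all probes with an offset of 50, quantile normalization and log2, with no filter on dim probes. Each probe was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, NSN-CCs minus SN-CCs, no covariates), and p-values were adjusted by Benjamini-Hochberg over all 25697 probes. The thresholds of the paper were read as an unadjusted p under 0.01 with a log2 fold change over 1.3 or over 2 in size, since its fold changes are log2 ratios, and the reading as a linear fold was an alternative. The test behind the paper's p-values is given without its details, so limma's p-values stand in for it. Where a gene had no signal above background in one type of CCs, its fold is a bound against the lowest signal above background on each array of that type.
Gene names came from the platform annotation and were checked against a gene table of the mouse assembly GRCm38.p6: 23978 probes had 1 gene symbol (16593 genes) and 1719 had none. Of the probes with a symbol, 16 had a gene ID that the table does not hold and kept the annotation's symbol. No coordinates are given, because the sources used here name no genome build for the array.
A total of 21 gene lists were written beforehand as well: cumulus expansion, granulosa identity, TGF-beta and BMP signalling, steroidogenesis, cholesterol synthesis, glycolysis, cell cycle, apoptosis, heat shock and immediate early genes, interferon response, extracellular matrix and cytoskeleton, ribosomal proteins, respiratory chain, markers of oocytes, theca and stroma, leukocytes, endothelium, erythroid cells and mural granulosa cells, chemosensory receptors, and keratin-associated proteins with defensins. They were tested on the brightest probe of each gene with camera, with its preset and with an estimated correlation, and with fry, and adjusted over the lists. The genes named are those of the paper's text and the 10 that Additional file 1 lists as higher, the 5 with the largest decrease there, the 8 per direction with the smallest p where none passed, and the 2 higher and 2 lower members of each list with the smallest p. The paper's values for its own genes had been seen before the rule was written. Some other genes are named after their values were seen: Gdf9, the genes of the bibliographic table (Additional file 5), Olfr9, the further oocyte markers and Gadd45b.
The background limit of an array is the 95th percentile of its 1389 chemosensory receptor probes. It was chosen after seeing the data and serves to describe detection. Above it on all 4 arrays were 10569 probes, and on none 10493. The median SD between pools among probes above it on all arrays was 0.37 on the log2 scale in SN-CCs and 0.072 in NSN-CCs.
The test was tried on simulated data for 2 arrays against 2 over 25697 probes, with 50, 100 and 50 probes changed by 1, 2 and 3 on the log2 scale. With the spread of the NSN-CCs in both groups it called 50, 100 and 50 of them and 9 unchanged probes. With the spread of the SN-CCs in both groups, or with each group's own spread, it called 0 changed and 0 unchanged probes. In all these runs a probe was given the root mean square spread of probes of like level, which a minority of widely spread probes can raise. The runs thus do not show what could be called at the own spread of each probe. The lists were simulated with independent probes and a single spread, taken from the NSN-CCs, on all arrays. Of 21 such lists, camera and fry called the 1 list that was shifted and 0 others. Lists with the spread of the SN-CCs or with correlated genes were not simulated, so the list tests were not tried on data like these arrays.
Alternatives planned beforehand were no background correction, no normalization between arrays, median scaling, the authors' normalized values, an intensity trend with a robust prior, the replicate number as a block, each array left out in turn, other thresholds, and the mean of a gene's probes in the lists. Added after seeing the data were an offset of 16, rank-invariant scaling after subtraction of each array's 5th percentile, and filters by the background limit. The genes of Additional file 1 were matched to probes by name and by signals, and no enrichment was tested for the processes of Table 1. The paper's qRT-PCR values are not analysed here. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for the tables and figures.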

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

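All tests of explanations given here were chosen only after the results were seen. The paper does not analyse the following gene lists, which camera called with its preset correlation and did not call with an estimated correlation (adjusted p of 0.553 to 0.909).
Heat shock and immediate early genes were higher in NSN-CCs, with a median log2 fold change of 0.21, and genes of the extracellular matrix and cytoskeleton with a median of 0.29. Hspa1a and Vim, which the paper lists as higher, belong to these processes. Oocyte markers were lower in NSN-CCs, with a median of -0.39, and respiratory chain genes with a median of -0.22. Heat shock genes, matrix genes and oocyte markers were called by camera with the preset correlation, in the same direction, in each of the alternative settings. Their medians ranged from 0.077 (median scaling) to 0.45 (mean of a gene's probes) for heat shock genes, from 0.13 (without SN-CCs replicate 2) to 0.33 (rank-invariant scaling) for matrix genes and from -1.02 (rank-invariant scaling) to -0.20 (without SN-CCs replicate 2) for oocyte markers. The call of the respiratory chain was lost without SN-CCs replicate 1 (adjusted p = 0.335 from camera) and without NSN-CCs replicate 1 (adjusted p = 0.336 from camera), among other settings. The other calls held with each array left out.
The lower level of oocyte markers may come from less oocyte RNA carried over into the pools of NSN-CCs or from the cumulus cells themselves. Of the 17 markers above background on all arrays 16 were lower in NSN-CCs, and 16 were lower without SN-CCs replicate 2, with a median of -0.58 and an SD of 0.41 over the 17 in the full data. Among the brightest were Gdf9, Nlrp14 (signals of 1237 and 1628 in SN-CCs, 787 and 803 in NSN-CCs) and Ooep (983 and 1325 against 660 and 667). The exception was Uchl1 (1104 and 540 in SN-CCs, 1208 and 1273 in NSN-CCs), while Zp3 (-0.056) and Padi6 (-0.024) were close to 0, and Dazl and H1f8 were also picked by the study on these arrays. A common carry-over predicts lower values for nearly all markers, which is what was seen, and a lower level inside the cumulus cells predicts it too. A carry-over of like oocytes alone would also move such markers by a like factor. The changes were uneven, from -0.85 for Nlrp14 and -0.82 for Ooep to values close to 0 for Padi6 and Zp3. By design the enclosed oocytes were not alike, being of the NSN or the SN type, so this unevenness does not speak against a carry-over. The count of lower markers therefore speaks for neither source, and these arrays cannot part them.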

How the results depend on the processing

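The count of probes at an adjusted p under 0.05 in limma was 0 in all settings except those without an array of SN-CCs, with 800 at an unadjusted p under 0.05 in the setting as reported. Leaving out 1 array gave counts from 0 to 9582. The highest value came without SN-CCs replicate 1 (3964 higher, 5618 lower), and leaving out SN-CCs replicate 2 gave 1, Amh. In each of these the lone pool is assumed to vary like the other group, so without SN-CCs replicate 1 the distance of SN-CCs replicate 2 from the other arrays counts as a difference between the types of CCs.
Past the paper's lower threshold lay 1 probe as reported, 0 with no background correction, with no normalization between arrays and with rank-invariant scaling, 3 with an offset of 16 (2 higher, 1 lower), 2 with the authors' normalized values (both higher), 3 with the intensity trend and robust prior (all higher), 1 lower with median scaling, and 55 with 1.3-fold on the linear scale (22 higher, 33 lower). Leaving out 1 array gave 0 to 1469 (1252 higher, 217 lower in the latter, without SN-CCs replicate 1). Past the higher threshold lay 1 as reported, 0 with no background correction, no normalization between arrays, median scaling and rank-invariant scaling, 8 with 2-fold on the linear scale (4 higher, 4 lower), and 0 to 556 with 1 array left out (551 higher, 5 lower in the latter). Apart from the linear reading and the arrays left out, the cause of these changes was not tested.
The median of the 387 genes the study lists as lower was -0.27, not past fry's test. It ranged from -0.59 without SN-CCs replicate 1, past fry's test there, to 0.060 without SN-CCs replicate 2. In the settings that keep all arrays it lay between -0.93 (rank-invariant scaling) and -0.095 (no normalization). Of the genes of Table 1, 0 passed an adjusted p of 0.05 as reported, and 0 to 177 did with 1 array left out. Of the probes of the qRT-PCR genes, 0 passed as reported and 0 to 3 did.
Camera called 5 gene lists as reported (3 higher, 2 lower), 10 with rank-invariant scaling (7 higher, 3 lower), 12 with the authors' normalized values (9 higher, 3 lower), and 4 to 10 with 1 array left out. Fry called none as reported (adjusted p of 0.211 to 0.986) and, over all settings, only oocyte markers with median scaling (adjusted p = 0.0453). Rank-invariant scaling and the authors' normalization move the median log2 fold change of all probes from -0.033 to -0.90 and -0.43, and camera compares a list with all other genes. With the authors' normalized values cholesterol synthesis had a median of -0.13 and was called higher than other genes. The respiratory chain, called lower as reported, stood above other genes with medians of -0.28 (rank-invariant scaling) and -0.32 (authors' normalized values), not called. Chemosensory receptors had medians of -1.31 and -0.54 there and were called lower. Glycolysis ranged from -0.18 (without SN-CCs replicate 2, called lower) to 0.062 with 1 array left out. The granulosa list lost its call with no normalization (adjusted p = 0.477 from camera), median scaling (adjusted p = 0.186) and without SN-CCs replicate 2.
With the replicate block 0 probes passed an adjusted p of 0.05 in limma and 1 passed the lower threshold, and no call of a gene list changed. The pools share only a number (correlation 0.041 of the deviations of arrays with the same number). The correlation between arrays lay between 0.930 and 0.995 as reported.
Of 1989 comparisons of named probes and lists, 101 changed sign with no call in either setting. The planned filters on detection p-values and the subtraction of negative controls were not run, because the files hold neither. Signal over background limits the dim genes: 10493 of 25697 probes were above the background limit on no array.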

Differences from the paper's values

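No explanation was tested in the comparisons given here, and all tests of explanations elsewhere were chosen only after the results were seen. The paper gives 47 genes past its higher threshold, 46 of them down-regulated, where the deposited signals gave 1 probe past it (Amh) and 0 lower. At the lower threshold the paper gives 422 genes, with 412 down-regulated and 10 up-regulated, and the deposited signals gave 1, with 0 lower and 1 higher. The paper's share of down-regulated genes is 97.6%, against 0% here. Median scaling gave 100% of 1 probe, near the paper's share, and all other settings planned beforehand gave another share or no probe. None of the settings planned beforehand gave the paper's counts. The setting without SN-CCs replicate 1 calls many of the genes that the paper calls: 307 of the 387 matched genes listed as lower and 9 of the 10 listed as higher passed an adjusted p of 0.05 from limma there, and 37 and 8 passed the lower threshold. That setting calls 9582 of 25697 probes in all, and past the lower threshold it gives 1252 higher and 217 lower (14.8% lower). It sets SN-CCs replicate 2 alone against the NSN-CCs, and 255 of the 387 genes have their SN-CCs signal in Additional file 1 from that array alone, so the overlap is not an independent comparison.
The paper's value of Pttg1 is -1.33, and its log2 fold change here was -0.47, with -0.81 without SN-CCs replicate 1 as the closest value among the settings planned beforehand. For the endonuclease subunit Giyd2 (Slx1b) the paper gives 1.467 and the signals gave 0.35, and for Dact2 1.482 against 0.84. For the 5 genes with the largest decrease the paper gives -2.444 for Siglech (here -0.54), -2.439 for Ihpk3 (Ip6k3, here -0.48), -2.344 for Vmo1 (here -0.51), -2.233 for Papln (here -0.39) and -2.201 for 2010308M01Rik (Dennd2d, here -0.37). For these 5 genes Additional file 1 took the SN-CCs signal from SN-CCs replicate 2 alone and the NSN-CCs signal from NSN-CCs replicate 1 alone, for Giyd2 both from replicate 1 alone and for Dact2 the SN-CCs signal from SN-CCs replicate 1 alone, while the values here are means over all arrays. For these 8 genes no setting planned beforehand came near the paper's value.
The paper's values for Amh (2.34) and for the decrease of Has2 (1.38) lie within 1 SD between pools (pooled over the types of CCs) of the values here, the limit used, as do those of Cited2, Hspa1a, Vim, Erdr1, Lgmn, Tmem259 and Scand1. That SD is wide for genes such as Tmem259 (1.56; the paper's 1.363 against 2.15) and Cited2 (1.51; the paper's 1.612 against 2.35) and narrow for Dact2 (0.18). For Has2 the decrease was 0.82 with no background correction, 0.87 with no normalization between arrays, 0.84 with the authors' normalized values and 0.55 without SN-CCs replicate 2, which differ from the paper's value by more than this limit. Without SN-CCs replicate 1 the values of Amh (3.28), Cited2 (3.86), Hspa1a, Vim, Erdr1, Lgmn, Tmem259 and Scand1 were above the paper's by more than this limit. The paper proposes that Ptx3, Tnfaip6 and Ptgs2 are missing from its list because their detection values were very low, and here Ptx3 was above the background limit on 4 of 4 arrays with both probes, Ptgs2 on 2 with 1 probe, and Tnfaip6 on 0. Table 1 states 17 genes for Reproduction and lists 18. The paper counts 26 genes with the highest bibliographic score, and Additional file 5 holds 25 with a p of at most 0.05 in all 3 sets.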

Other observations

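All tests of explanations given here were chosen only after the results were seen.
Markers of other cells of the ovary did not differ by camera between NSN-CCs and SN-CCs: theca and stroma (9 higher, 11 lower, median log2 fold change -0.0043), leukocytes (6 and 19, -0.077), endothelium (6 and 12, -0.043), erythroid cells (4 and 7, -0.077) and mural granulosa cells (2 and 5, -0.13), each at adjusted p = 0.782 from camera. In these lists except the erythroid one camera's direction was up while the median was below 0. Pdgfra, a receptor of stromal cells, had a log2 fold change of -0.80, the complement gene C1qb of macrophages 0.46, the endothelial gene Eng 0.64 and Alas2, the haem synthesis enzyme of red cells, -0.52 (without SN-CCs replicate 2 -0.35, 0.36, 0.37 and -0.38), and limma called 0 members of these lists, with 1 leukocyte, 2 erythroid and 1 mural granulosa gene at an unadjusted p under 0.05. With SN-CCs replicate 2 left out, 22 of 25 leukocyte and 13 of 18 endothelial markers were higher, with 1 pool of SN-CCs to judge by. In that setting the medians were 0.077 for theca and stroma, 0.12 for leukocytes, 0.16 for endothelium, 0.024 for erythroid and 0.017 for mural granulosa markers.
Cholesterol synthesis (6 higher, 13 lower, median -0.15, adjusted p = 0.604 from camera), apoptosis (7 and 19, -0.14, adjusted p = 0.782), the interferon response (5 and 22, -0.12, adjusted p = 0.566) and keratin-associated proteins with defensins (29 and 59, -0.063, adjusted p = 0.782) were not called either. Their medians without SN-CCs replicate 2 were -0.15 (3 of 19 higher), -0.0034 (12 of 26), -0.041 (12 of 27) and -0.0038 (43 of 88). Among their members were the sterol enzymes Ebp (0.93) and Cyp51 (0.70), the death receptor Tnfrsf10b (-0.76) and the interferon-induced protease Usp18 (-0.77), which without SN-CCs replicate 2 were at -0.071, -0.33, -0.21 and -0.34. In these lists limma called 0 members over all probes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. In the setting without SN-CCs replicate 2, which leaves 1 pool of SN-CCs, Gadd45b, a stress-response gene, had a log2 fold change of 1.10.
The predominance of lower genes in the study's list may come from a higher background left in SN-CCs replicate 2 by the authors' normalization. On the lines behind Additional file 1 the chemosensory receptor probes of that array lie about 107 signal units above those of SN-CCs replicate 1. When the line of SN-CCs replicate 2 was moved down by this amount, 5 of the 387 matched lower genes stayed past a log2 fold change of 1.3, among the 12779 probes with a signal for both types of CCs 57 higher and 10 lower ones did, and all 10 genes listed as higher stayed past it. Lower transcript levels in NSN-CCs are the other candidate explanation, and 157 of the 387 genes were lower without SN-CCs replicate 2, which leaves 1 pool of SN-CCs to judge by. The test on the background points to the former for most of the list, and the lower level of single genes such as Has2 and Pttg1 stays open.
SN-CCs replicate 2 differs from the other arrays, with 543 probes lower and 5 higher by more than 2 on the log2 scale than the mean of the other 3. On each of the other arrays between 4 and 5 probes were off by that much, and 0 once those off in SN-CCs replicate 2 were set aside. Another mix of cells in the pool of SN-CCs replicate 2 could set that array apart, and would move both probes of a gene together. Where the first probe was off by more than 2, the second was off the same way by a median of 0.37 over 188 genes (quartiles -0.24 and 1.47). Of these second probes 29 were off by more than 2 the same way and 0 the other way. The 0 says little, since only 5 probes of the array were higher by more than 2. Only the first 2 probes of a gene were compared, which misses further probes. For Actb, 1 compared probe read 24230 on that array and 112, 134 and 156 on the others. An Actb probe outside the pair read 148 there and 6664, 4947 and 5621 on the others. Another mix of cells alone would not part probes of a gene in this way, but this is 1 gene. Among 138 genes whose first probe was low and whose second was bright enough to fall by 2, the median was 0.43 (quartiles -0.24 and 1.68). In 58 of these 138 the second probe was off the other way by any amount. This spread is too wide to exclude another mix of cells. In SN-CCs replicate 2 the median offset was -0.50 for genes of granulosa identity, between 0.26 and 0.54 for the 6 lists of markers of oocytes, theca and stroma, leukocytes, endothelium, erythroid and mural granulosa cells, and 0.31 for cumulus expansion, a list of the cumulus cells themselves. Probes above background on all 4 arrays had a median log2 fold change of -0.13, and of -0.0012 without SN-CCs replicate 2. After normalization such probes thus tended to read higher on that array. Before it their median signal was lower there (442, against 603 in SN-CCs replicate 1 and 557 and 561 in NSN-CCs). The positive offsets are normalized values too, so they may not be particular to these lists. A response of single probes during preparation or hybridisation may be a source as well. The offsets of 2 probes of a gene correlated at 0.258 over 2898 genes, below the 0.395 for the difference between NSN-CCs and SN-CCs replicate 1. These are correlations of unlike quantities, and pairs whose second probe had no room to fall were kept. Large offsets were mostly falls, so the lower correlation does not decide the question.
The distance of a probe from the 3' end was not tested, and the paper gives a two-round amplification where the labels describe a single one.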
